A study of Mus musculus with 10 samples. Its data were reported in "Silencing of TGFβ signalling in microglia results in impaired homeostasis" (2018).

How the data were processed

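Total RNA of primary mouse microglia was extracted with TRIzol, and 500 ng of each were amplified with random primers and labelled with biotin for Affymetrix whole transcript arrays. RNA integrity numbers had a mean of 9.45, and the lowest was 8.6. Per the labels, 5 arrays were of untreated cells and 5 of cells given 5 ng/ml TGFb1 for 24 h. Beyond the number of arrays, no depth applies. The paper names an array model only for sorted microglia, none was tied to these arrays, and the genome build was not given in the sources used here, so no coordinates are printed. The submitters' processing notes name RMA, which corrects background, normalizes and summarises probes; its version was not given in the sources used here.

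One table of 28361 probe set rows was used. It holds the authors' own comparison of the groups as a log2 effect, the same effect as a linear ratio (fold) and the p-value and FDR of a paired CyberT test, a Bayesian test that steadies the variance of each gene, all as deposited. It also holds the authors' median expression over all arrays as a linear intensity. The FDR as deposited differed from a Benjamini-Hochberg adjustment of the deposited p-values over all rows by at most 1.29e-07. The header does not say which group is the numerator. The direction was taken from 7 markers that the study named as lowered by TGFb1, all 7 of which had log2 effects below 0. A further 10 columns of values per array carried names that matched no sample label, and they were used in no step. The planned limma fit per gene, the exact permutation of list scores, the estimated correlation between genes and the count of other splits of the samples need such values and could not be made. The rule that a named gene has the same sign in every pair could not be applied for the same reason. The p-values of the paired test measure the spread of the differences between paired arrays. Nothing states whether the arrays of a group came from separate cultures, so that spread may be technical.

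Of the rows, 21041 name one gene symbol, 2247 name several, 5061 name none and 12 hold a date in place of a symbol, a spreadsheet conversion. Only rows with one symbol were tested, and of these the row with the highest median expression per symbol was kept, which gave 18976 genes. A gene was called when the FDR as deposited was under 0.05, and 2-fold counts needed a log2 effect of at least 1 in size. Fixed before the data were examined were 31 gene lists and 7 lists of markers of other cell types, and the rule for named genes, which took 127 genes. That rule took the 15 largest rises and 15 largest falls, every measured member of the signature genes and of the markers named as lowered by TGFb1, 2 of the 3 lists taken from the study, the TGFb receptors and Smad7, and up to 4 called members, or 2 with the smallest p, of each other list, the genes raised without Tgfbr2 among these. Every gene named beyond it, to complete a small count, for a row or list that genes share or as an example in the closing section, was chosen after its values were seen. Some genes that the rule took are counted but not reported here by name. In the lists, 11 genes were matched through an older symbol with the RefSeq gene table of GRCm38.p6. A gene that shares its row with another gene was not analysed alone.

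Lists were tested with cameraPR of limma 3.58.1 in R 4.3.3, two-sided, on the p-values of the authors turned into normal scores with the sign of the effect, at a preset correlation of 0.01 between genes. Adjusted p-values of lists are Benjamini-Hochberg over all 38 lists. On simulated scores for 18976 genes, 97.5% of shifted lists passed, all in the right direction, and 3.95% of the other lists had a p-value under 0.05. These scores were drawn independently for each gene. They do not show the error rate for lists whose genes vary together, as those here may. Each list was also set against 10000 random lists of the same size matched on 10 bins of median expression. Enrichment of biological process terms given in the table, of 10 to 300 genes, used Fisher's exact test, one-sided. On simulated calls among 11250 genes it recovered 100% of the enriched terms. Pairs of neighbouring genes were counted against 1000 draws of the calls matched on expression, and with 15 pairs planted among random calls this test passed in 20 of 20 simulations, and in 0 without them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. Alternatives were a filter on expression, every row with one symbol, centring of the effects, a stricter FDR, another adjustment and other forms of the list test.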

Results

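Gene expression was measured on microarrays in primary mouse microglia, the resident macrophages of the brain, with and without transforming growth factor beta 1 (TGFb1). The cells were shaken off 14-day mixed glial cultures from newborn C57BL/6 mice, kept without serum and given 5 ng/ml recombinant human TGFb1 or no factor for 24 h. There were 5 control and 5 TGFb1 arrays, which limits the precision of every value given here. The comparison asked which genes differed in TGFb1-treated microglia, and in particular how genes typical of resting microglia and of activated macrophages differed. All effects are the authors' own paired effects, without a per-array value or SD. The table's header does not name the numerator, so the direction TGFb1 over control was read from the study's statement that certain activation markers were lowered by TGFb1.

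TGFb1-treated microglia had higher expression of several genes typical of resting microglia and lower expression of chemokines and interferon-induced genes. Of 18976 genes with a row of their own, 352 were higher and 403 lower after TGFb1 at an FDR under 0.05 in the authors' deposited table, together 3.98% of the genes. By at least 2-fold, 234 were higher and 307 lower. The median fold among the called genes in the authors' deposited table was 2.28 for those higher and 2.56 for those lower. At the stricter FDR threshold of 0.01 the counts were 213 higher and 253 lower.

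**Figure D1:**
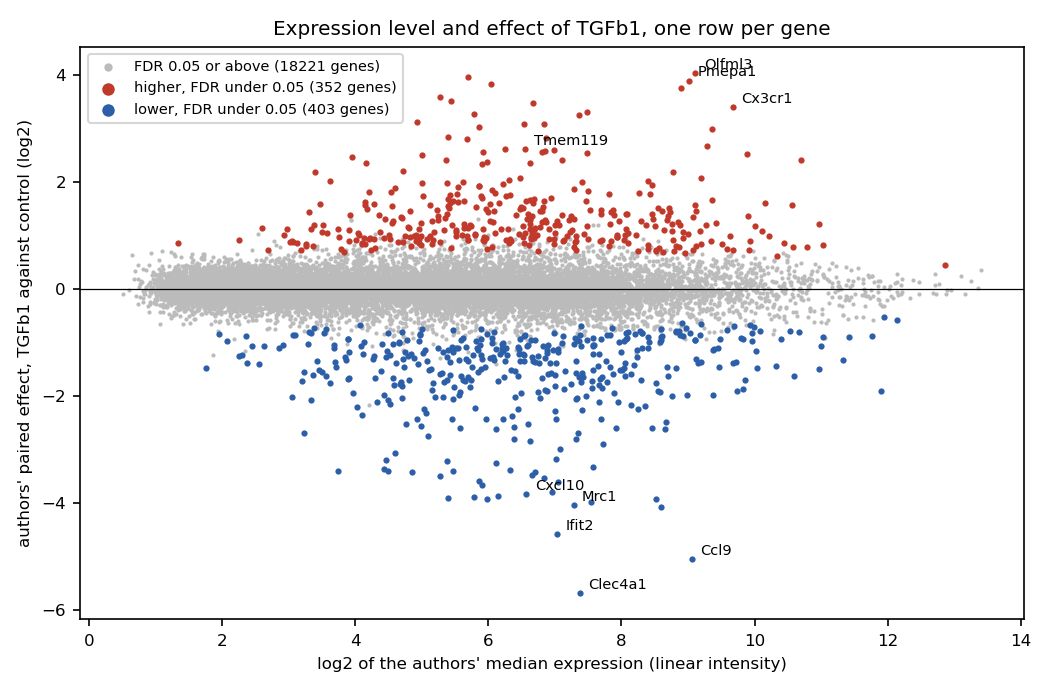
Each point is a gene, placed by the log2 of the authors' median expression over all arrays (linear intensity, horizontal axis) and by the authors' paired effect of TGFb1 against control (log2, vertical axis), with colour for the FDR. The 352 genes higher and 403 genes lower after TGFb1 are sparse at low expression. Of 5032 genes below Siglech in median expression 14 were called, and of 12308 below P2ry12 208. Clec4a1 has the lowest effect at -5.69.

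The largest rise in the authors' deposited table was that of Olfml3 (probe set 10500808), a secreted olfactomedin-like protein used as a microglia marker, 16.4-fold higher with an FDR of 2.61e-06. Next in the authors' deposited table were Tmeff1 at 15.6-fold, Pmepa1, a feedback inhibitor of TGFb signalling, at 14.9-fold, Gcnt2 at 14.2-fold and Fn1, which encodes fibronectin, at 13.4-fold. The authors' deposited table then gave log2 effects of 3.59 for Npnt, 3.51 for Serpine2, 3.46 for Mcam, 3.31 for Htr2b and 3.26 for Apoc1. AI504432, X99384 and F11r were also among the 15 largest rises, with log2 effects of 3.13, 3.09 and 3.08 in the authors' deposited table.

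Clec4a1 (probe set 10541555), a C-type lectin receptor, had the largest fall in the authors' deposited table, 51.5-fold lower with an FDR of 4.19e-08. The chemokine genes Ccl9 and Ccl6 were 33.0-fold and 15.3-fold lower in the authors' deposited table. Interferon-induced genes made up many of the other large falls, with log2 effects in the authors' deposited table of -4.58 for Ifit2, -4.07 for Ifit3, -3.99 for Rsad2, -3.92 for Ifi205, -3.90 for Gbp2 and -3.79 for Ifit1. Also among the 15 largest falls were Clec4n, Ifitm6, Clec4a3 and Ednrb, at -3.87, -3.66, -3.62 and -3.60 in the authors' deposited table. Clec4a1, Clec4a3 and Clec4n, and the Ifi200 genes, have close relatives whose probes can cross-hybridise, so the size of each single effect is uncertain.

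Among the 8 signature genes of microglia named by the study, 4 rose, none fell and 4 did not pass the threshold, with the same 4 adjusted over the list alone. In the authors' deposited table Olfml3 was 16.4-fold, Cx3cr1, the fractalkine receptor, 10.6-fold, Tmem119 6.10-fold and Fcrls 3.06-fold higher. P2ry12, Csf1r, Siglech and Sall1 had log2 effects of 0.52, 0.11, 0.09 and 0.03 in the authors' deposited table, with FDR values of 0.672, 0.973, 0.988 and 0.997. The list as a whole was shifted upwards against the other genes (cameraPR, adjusted p = 6.01e-10). The paper states that work on cultured microglia of newborn mice clearly showed regulation of these genes by TGFb1. That statement may rest on these samples, so the shift is not an independent test of it. For the 4 genes that did not pass, no such regulation was seen here at this threshold. After Tgfbr2 deletion in adult mice the paper found no significant change in the signature genes.

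Of 35 other genes of homeostatic microglia, 11 rose and 2 fell (15 and 2 adjusted over the list alone, and cameraPR, adjusted p = 7.61e-10, upwards). In the authors' deposited table Itgb5, an integrin subunit, was 5.76-fold, Slco2b1 4.22-fold, Tgfbr1, the type I TGFb receptor, 3.99-fold and Golm1 3.39-fold higher. Gas6 and Entpd1 were the genes that fell, at log2 effects of -0.71 and -0.90 in the authors' deposited table.

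Of 33 measured TGFb target and feedback genes 14 rose, none fell and 19 did not pass, and 9 of the 33 had effects below 0 (18 higher and 2 lower adjusted over the list alone, and cameraPR, adjusted p = 8.93e-15, upwards). Pmepa1, Tgfbi and Bambi, a decoy receptor, were 14.9-fold, 6.40-fold and 6.11-fold higher in the authors' deposited table. Of 25 pathway components Tgfbr1 and Furin, a protease that processes TGFb, rose and Lrrc33 fell, with log2 effects of 2.00, 1.30 and -1.13 in the authors' deposited table (cameraPR, adjusted p = 0.0830, and 0.0373 to 0.359 over the alternatives, the lowest on ranks, and 2 higher and 3 lower adjusted over the list alone). Tgfbr2 shared a probe set with Mib1, whose log2 effect was 0.47 with an FDR of 0.337 in the authors' deposited table, so no value could be given for Tgfbr2 alone. Smad7 was not analysed here.

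Of the 7 markers that the study named as lowered by TGFb1, 5 fell and none rose. Log2 effects in the authors' deposited table were -4.05 for Mrc1, the mannose receptor CD206, -3.83 for Cxcl10, -3.42 for Ccl2, -1.64 for Cd36 and -0.69 for Cd52. Cd74 and Cd86 did not pass, at log2 effects of -1.30 and -0.66 with FDR values of 0.0615 and 0.126 in the authors' deposited table. All 7 were lower adjusted over the list alone. The direction of the table was read from these markers, and the study may have chosen them on these samples, so the list is not independent evidence of its direction (cameraPR, adjusted p = 1.20e-15, downwards). Among 17 measured genes that the study named as raised in microglia lacking Tgfbr2, 6 fell and none rose (10 lower adjusted over the list alone, and cameraPR, adjusted p = 3.28e-12). Besides Mrc1 and Cd52 these included Ccl7, Cp and Aoah, at log2 effects of -2.42, -1.77 and -1.59 in the authors' deposited table. That list shares Mrc1, Cd74 and Cd52 with the markers above, and its genes H2-Q5 and H2-Q7 had no row of their own. The study drew it from sorted adult microglia after deletion in mice, not from cultured cells of newborn mice. The paper also states that some of the genes it discusses fell in microglia given recombinant TGFb1. The falls here are therefore not an independent test of the list. Markers of border macrophages and monocytes, cells that a mixed glial culture can also hold, were shifted downwards as a list too. Of 16 border macrophage and monocyte markers Mrc1, Cbr2 and Clec12a fell, at -4.05, -2.11 and -0.83 in the authors' deposited table (cameraPR, adjusted p = 0.000100, downwards, and 4 lower adjusted over the list alone). None of the 16 rose past the threshold and 14 had effects below 0. That list shares Mrc1, Ms4a7 and Pf4 with the genes raised without Tgfbr2, and whether the share of such cells differed between the groups was not measured.

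Type I interferon response genes fell in 28 of 30 cases with none higher (29 lower adjusted over the list alone, and cameraPR, adjusted p = 8.11e-61). The median log2 effect over their values in the authors' deposited table was -2.13. Ifit2 was 23.9-fold, Ifit3 16.8-fold, Rsad2, an antiviral enzyme, 15.9-fold and Ifit1 13.8-fold lower in the authors' deposited table. Of 18 interferon-gamma induced GTPases and related genes, 10 fell and Irf8 alone rose (12 lower and 1 higher adjusted over the list alone, and cameraPR, adjusted p = 1.53e-13). Gbp2, Gbp6, Irgm1 and Gbp3 were 14.9-fold, 5.79-fold, 4.32-fold and 3.23-fold lower, and Irf8 had a log2 effect of 0.79, in the authors' deposited table.

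Chemokine genes fell in 11 of 22 cases, and Cxcl14 alone rose (the same counts adjusted over the list alone, and cameraPR, adjusted p = 1.38e-16). Ccl9, Ccl6, Cxcl10 and Ccl2 had log2 effects of -5.05, -3.93, -3.83 and -3.42, and Cxcl14 of 1.69, in the authors' deposited table. Of 26 inflammatory cytokines and enzymes, 7 fell and none rose (11 lower adjusted over the list alone, and cameraPR, adjusted p = 3.88e-07). These included Il1rn, the antagonist of the interleukin-1 receptor, Casp4, Irg1 and Il18, at log2 effects of -2.58, -2.43, -1.94 and -1.31 in the authors' deposited table. Of 17 genes of the NF-kappaB feedback, Tnfaip2 and Nfkbie fell, at -1.63 and -0.95 in the authors' deposited table, with 8 lower adjusted over the list alone (cameraPR, adjusted p = 1.44e-07).

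Among 21 pattern recognition receptors and adaptors, 7 fell and Irak2 rose (10 lower and 1 higher adjusted over the list alone, and cameraPR, adjusted p = 1.24e-08). Clec4n, Clec4e, Tlr4 and Tlr1 had log2 effects of -3.87, -3.53, -1.15 and -1.11, and Irak2 of 1.03, in the authors' deposited table. Of 19 Fc receptor and complement genes, 5 fell, Fcgr4, Cfp, Fcgr1, C3 and C5ar1, at log2 effects of -2.80, -1.71, -1.64, -1.16 and -0.98 in the authors' deposited table. That list's test (cameraPR, adjusted p = 8.83e-05, downwards, and 7 lower and 2 higher adjusted over the list alone) did not hold against random lists matched on expression, at an adjusted p of 0.164, and its adjusted p was 1.78e-06 to 0.164 over all alternatives. Among 9 MHC class II genes H2-Ob rose, at a log2 effect of 0.80 in the authors' deposited table, and the others did not pass (cameraPR, adjusted p = 0.943, and 3 higher and 1 lower adjusted over the list alone). Of 14 listed MHC class I genes only 7 had a row of their own. Of these 7 Tap1, a peptide transporter, alone fell, at -1.36 in the authors' deposited table (cameraPR, adjusted p = 2.12e-05, downwards, and 3 lower adjusted over the list alone). Among the other listed genes, the row of H2-Q5 with H2-gs10 was lower, at -1.13 with an FDR of 0.00715 in the authors' deposited table. The shared rows that hold H2-D1, H2-Q7, H2-T22 and H2-T23 had effects below 0 and did not pass.

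Sterol synthesis genes fell in 15 of 23 cases with none higher (17 lower adjusted over the list alone, and cameraPR, adjusted p = 4.82e-25). Sqle, squalene epoxidase, was 4.98-fold, Idi1 4.43-fold and Cyp51 4.15-fold lower in the authors' deposited table. Of 16 lipid efflux and liver X receptor target genes, the apolipoprotein genes Apoc1 and Apoc2 and the ubiquitin ligase gene Mylip rose and Scd1, a fatty acid desaturase, fell, with log2 effects of 3.26, 2.99, 0.75 and -1.21 in the authors' deposited table. That list's own test gave an adjusted p of 0.0999 with cameraPR, and of 0.00718 to 0.563 over the alternatives, the lowest with log2 effects in place of scores (6 higher and 4 lower adjusted over the list alone). In the glycolysis and hypoxia list 4 of 23 genes rose and none fell, Egln3, Hk2, Pfkfb3 and Pfkl, at 5.69-fold, 3.05-fold, 2.56-fold and 2.18-fold in the authors' deposited table (cameraPR, adjusted p = 0.000393, upwards, and 5 higher and 1 lower adjusted over the list alone).

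Phagocytic and scavenger receptors went both ways, with 5 of 24 higher and 4 lower (5 and 5 adjusted over the list alone, and cameraPR, adjusted p = 0.579). Mfge8, a bridging protein for apoptotic cells, and Scarb2 had log2 effects of 1.56 and 1.40 in the authors' deposited table, and Mertk, Itgav and Lrp1 were the other genes that rose. Mrc1, Cd36, Marco and Clec10a fell, at -4.05, -1.64, -1.19 and -1.06 in the authors' deposited table. Clec10a had a low median expression of 6.20, against 15.8 for the median gene. Of 23 disease-associated microglia genes, 3 rose and 6 fell (7 and 6 adjusted over the list alone, and cameraPR, adjusted p = 0.937), among them Ccl6 at -3.93, Cd9 at 1.34, Csf1 at -1.02 and Lpl at -0.90 in the authors' deposited table. Of 27 lysosomal genes 4 rose, among them Ctsh by 2.43-fold, Ctsl by 1.72-fold and Ctsd, and Atp6v0d2 and Lipa fell, with log2 effects of -1.27 and -0.59, in the authors' deposited table (cameraPR, adjusted p = 0.0165, upwards, and 7 higher and 2 lower adjusted over the list alone). That call was lost at a preset correlation of 0.05, with an adjusted p of 0.0949, and over all alternatives the adjusted p was 0.0163 to 0.216. Alternative activation genes included 3 lower, Mrc1, Pparg and Clec10a, and 2 higher, Tgm2 and Socs2, of 21 (4 lower and 3 higher adjusted over the list alone). Pparg and Tgm2 had log2 effects of -2.12 and 1.27 in the authors' deposited table (cameraPR, adjusted p = 0.0154, downwards), and the call was lost at a preset correlation of 0.05, with an adjusted p of 0.0729 and a range of 0.000726 to 0.170 over all alternatives.

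Among 18 integrin genes 5 rose and none fell, Itgb5, Itgal, Itga5, Itgav and Itga6, at log2 effects of 2.53, 2.34, 1.22, 1.07 and 1.03 in the authors' deposited table. The list's test (cameraPR, adjusted p = 0.0165, and 5 higher and 1 lower adjusted over the list alone) was lost on ranks, against random lists and at preset correlations of 0.05 and 0.1, and its adjusted p was 0.00159 to 0.595 over all alternatives. Extracellular matrix and protease genes included 4 higher and 3 lower of 28 (6 and 4 adjusted over the list alone, and cameraPR, adjusted p = 0.156). Fn1, Serpine2 and Tgfbi were at 3.75, 3.51 and 2.68 and Mmp13, a collagenase, at -3.07 in the authors' deposited table, and Mmp2 rose while Mmp9 and Mmp12 fell. Cytoskeleton and motility genes fell in 4 of 26 cases, Marcksl1, Tpm1, Vcl and Tagln2, at -1.70, -1.07, -0.97 and -0.86 in the authors' deposited table (cameraPR, adjusted p = 4.37e-05, downwards, and 9 lower and 1 higher adjusted over the list alone). Of 20 genes of the oxidative burst and its defence Slc7a11, Nqo1, Ncf4 and Sod2 fell, at -1.73, -1.32, -0.96 and -0.74 in the authors' deposited table (cameraPR, adjusted p = 0.000791, downwards, and 9 lower and 3 higher adjusted over the list alone). Among 19 purine and chemokine receptors Cx3cr1 and Cxcr4 rose and Ccr3, P2ry14 and Ccr1 fell (the same counts adjusted over the list alone, and cameraPR, adjusted p = 0.682).

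None of 32 cell cycle genes passed, over all genes or adjusted over the list alone, and 1 had an unadjusted CyberT p-value under 0.05. The smallest p-values in the authors' deposited table were those of Mcm5, with a log2 effect of -0.61 and an FDR of 0.163, and Uhrf1, with -0.50 and 0.505. Their list was shifted downwards (cameraPR, adjusted p = 0.0308), a call lost at a preset correlation of 0.05, with an adjusted p of 0.145 and a range of 0.00498 to 0.290 over all alternatives. None of 20 cytosolic ribosomal protein genes passed, over all genes or adjusted over the list alone, and 6 had an unadjusted CyberT p-value under 0.05. All 20 had effects above 0, with a median of 0.33 over the authors' deposited table (cameraPR, adjusted p = 7.90e-06). Rpl11 and Rpl5 had log2 effects of 0.43 and 0.41 in the authors' deposited table. Fos was the single immediate early gene of 24 to pass, at -1.53, and of 17 stress genes Psat1 rose and Slc7a5 fell, at 1.54 and -1.23, in the authors' deposited table (cameraPR, adjusted p = 0.958 and 0.229). Adjusted over the list alone, 3 immediate early genes were higher and 4 lower, and 1 stress gene was higher and 2 lower.

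Markers of further cell types that a mixed glial culture can hold were mostly below the threshold. Of 14 astrocyte markers Aldh1l1 fell, at -1.23, of 14 oligodendrocyte lineage markers Cspg4 rose, at 3.03, and of 11 endothelial markers Flt1 rose, at 2.41, and Vwf rose by 2.30-fold, in the authors' deposited table (cameraPR, adjusted p = 0.943, 0.0533 and 0.229). Adjusted over the list alone the same 4 genes passed. Against random lists matched on expression the oligodendrocyte lineage list had an adjusted p of 0.0167, and among genes above the median expression, where Flt1 and Vwf are the endothelial markers left, the endothelial list had an adjusted p of 0.000208. Over all alternatives these adjusted p-values were 0.0167 to 0.235 and 0.000208 to 0.761. No neuron marker of 11, fibroblast, meningeal or mural cell marker of 15, or lymphocyte or granulocyte marker of 17 passed. In each of these 3 lists 1 marker had an unadjusted CyberT p-value under 0.05 and none passed adjusted over the list alone. The smallest p-values in the authors' deposited table were those of Elavl4 at -0.40, Dcn at -0.57 and S100a8 at 0.52 (cameraPR, adjusted p = 0.533, 0.579 and 0.487). The median, mean and test differed in sign for the MHC class II, phagocytic, disease-associated, immediate early, astrocyte, endothelial and fibroblast lists, in none of which the main test passed.

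**Figure D2:**
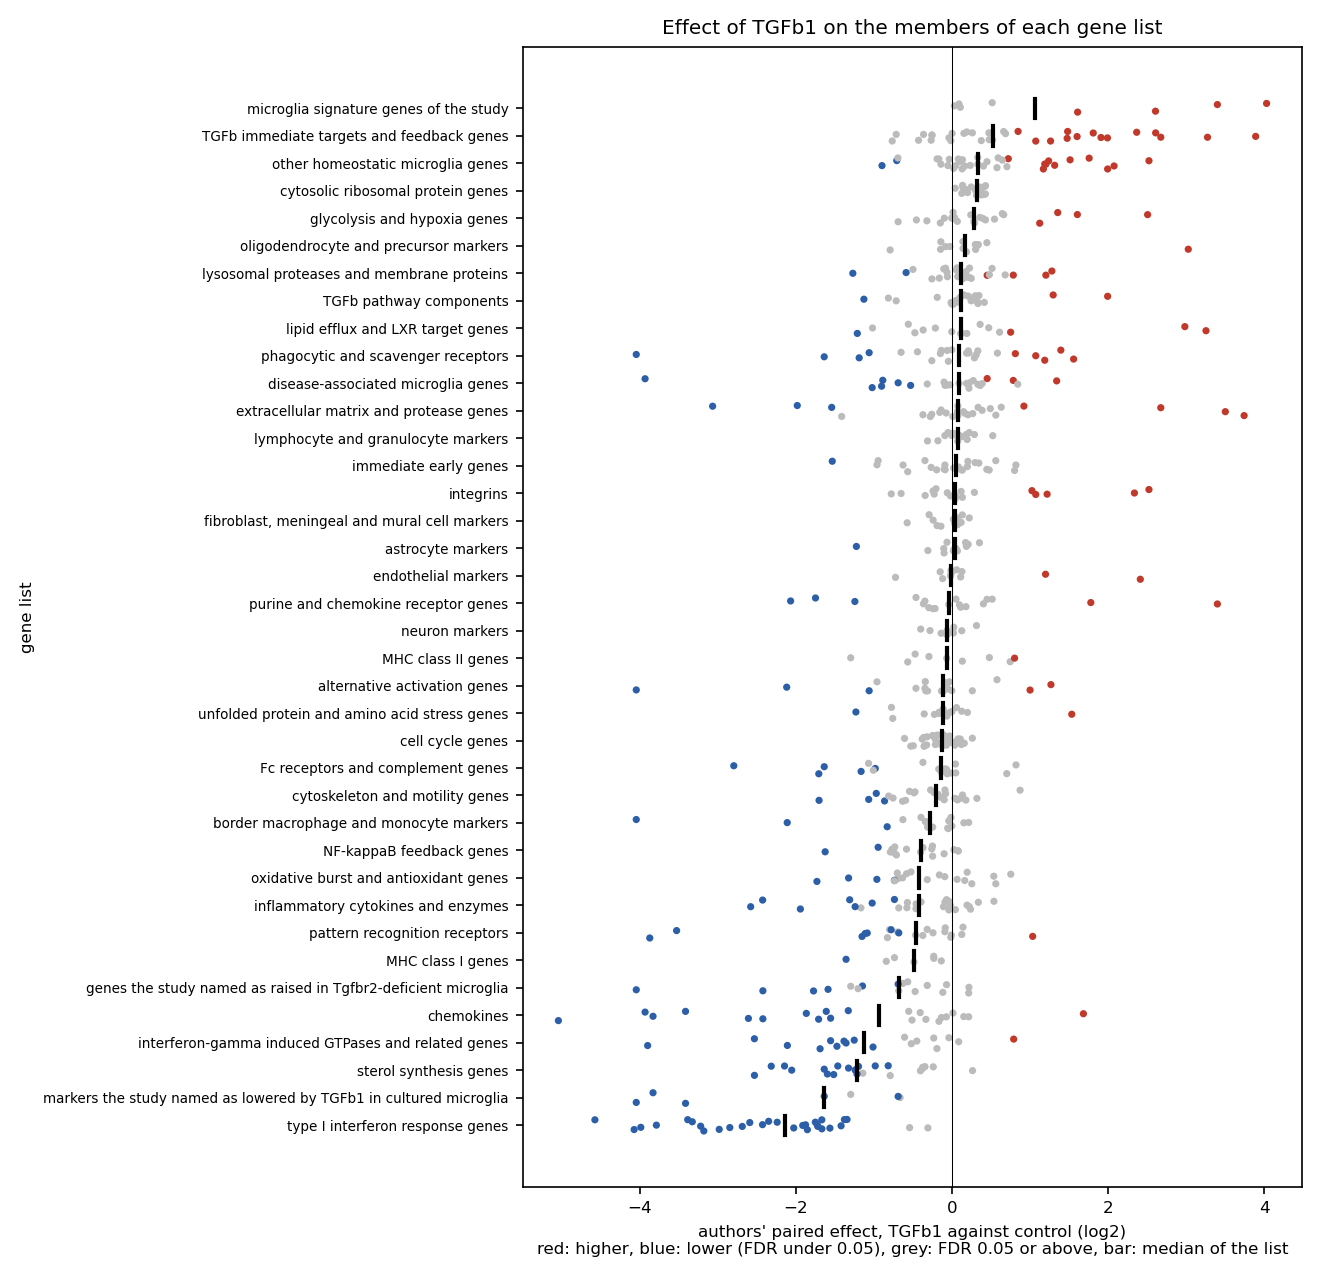
Each point is a measured member of a gene list, placed by the authors' paired effect of TGFb1 against control (log2, horizontal axis) in the row of its list (vertical axis), red where higher and blue where lower at an FDR under 0.05, and the bar is the list's median. Type I interferon response genes have the lowest median, -2.13, and the signature genes of microglia the highest, 1.06.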

Values the study reported

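In cultured microglia in which Tgfbr2 had been deleted, the study reported by flow cytometry that 83.1 % of the cells were high for CD86, 58.2 % positive for CD206, 91.9 % high for CD36 and 67.8 % high for MHC class II. It described each as strongly increased. In microglia isolated from adult mice after deletion it found increases for CD86 and CD206, and no significant change for CD36 and MHC class II. These values are surface protein in deleted cells, not RNA in cells given TGFb1. From cultured deleted cells the study also reported increased secretion of CCL2 and CXCL10 and decreased release of CCL3. In the data here the RNA of Ccl2, Cxcl10 and Ccl3 was lower after TGFb1. Ccl3 RNA therefore does not mirror the study's result for the released protein.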

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

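All rows described here lie outside the genes tested, because they name no gene or several genes, and they were looked at after the result was seen. Of the rows that name no gene, 19 were higher and 38 lower after TGFb1 at an FDR under 0.05 in the authors' deposited table. Of the rows that name several genes, 12 were higher and 44 lower. Among the 38 rows without a symbol that were lower, 13 have probe set numbers between 10383152 and 10383212. They are all 13 rows of the table in that range, and their log2 effects lie between -2.12 and -1.85 in the authors' deposited table. Their gene was not analysed here. Rows of several genes that were lower include Ifi47 with Olfr56 at -2.63, Igtp with Irgm2 at -1.93 and Mnda with Ifi204 at -2.02 in the authors' deposited table, and the share of each gene in these values is open.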

How the results depend on the processing

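The adjustment over one row per gene, the preset correlations of 0.05 and 0.1, ranks, log2 effects in place of scores and random lists were chosen after seeing the data. At an FDR under 0.01, 213 genes were higher and 253 lower, which follows from the stricter threshold itself. Under the other alternatives the counts of genes, with and without the 2-fold limit, stayed within 1.5 times their main values. Centring reused the FDR as deposited and shifted each effect by only 0.00999. The setting with every row of one symbol holds all main rows with the same FDR. Neither could differ much from the main counts, so they say little about robustness. The number of lists past the threshold was 23 of 38, and between 19 and 23 under the alternatives. Alternative activation, lysosomal, cell cycle and integrin lists lost their call under at least 3 of these, and Fc receptor and complement genes under random lists. Lists of TGFb pathway components, lipid efflux genes, oligodendrocyte lineage markers and endothelial markers gained one under 1 or 2 alternatives. For endothelial markers this was among genes above the median expression, where only Flt1 and Vwf, both called higher, were left. For the other lists the cause was not tested. The 3 named genes with more than 1 row kept their direction with the median over rows. Called genes with more than 1 row had 112 other rows, of which 94 had the same sign and 49 were also called. No paired analysis was possible because the columns of values per array carry no sample name or replicate number; the test of the authors was itself paired. Not run for the same reason were the fits without each replicate, quantile normalization, array weights, the intensity trend, the minimum fold test, the correlation estimated from the arrays and fry. Low signal limits what can be seen: of 5032 genes below Siglech in median expression, 14 were called. Some called genes named above also lay below the median gene at 15.8, among them Clec10a at 6.20, Ccr3 at 10.1 and H2-Ob at 10.3.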

Other observations

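The tests of terms, markers and low signal, the gene families and the count without relatives were chosen after the data were seen; the test of neighbours that were lower was written before its result. Among 615 biological process terms per direction, 14 were enriched among the genes that were lower and 3 among those higher (Fisher's exact test, one-sided). Chemotaxis held 15 lower genes of 68 against 1.62 by chance, and response to virus 10 of 46 against 1.10. Actin cytoskeleton organization held 10 higher genes of 66, 6.66 times the number by chance, and angiogenesis 10 of 95 against 2.16, with Fn1, Cspg4, Flt1 and Mmp2 among them.

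In 6 gene families, picked because members stood out, no gene was higher. Of 7 measured Slfn genes 6 were lower, of 11 Clec4 genes 6, of 11 Oas genes 6, of 7 Gbp genes 5, of 4 Ifi200 genes 3 and of 18 Ms4a genes 3. These counts were not tested.

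Neighbouring genes fell together: 47 adjacent pairs were both lower, against a mean of 9.10 in 1000 draws matched on expression. Shared probes between paralogs could give such pairs. In 29 of them both genes have the same symbol root, and their probes were not compared, so this explanation stays open for them. In the other 18 the roots differ, against a mean of 8.74 and an upper end of 15 for the central 95% of draws (permutation test, p = 0.00500). That passed the limit set before the result, but different roots turned out not to rule out relatives, since 4 of the 18 pairs, such as Ly9 with Slamf7 and Cd69 with Clec12a, are relatives under different names. With these 4 left out of the count and of the draws, 14 pairs remain against a mean of 8.74 (permutation test, p = 0.0679). The relatives were looked for by hand only among the 18 pairs, which lowers the count more than the draws. Shared probes and joint regulation of neighbours that fell cannot be told apart here. Among genes that rose there were 20 adjacent pairs against a mean of 7.22, and 19 with different roots against a mean of 6.93 and an upper end of 12 (permutation test, p = 0.00200).

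Cspg4, Flt1 and Vwf rose, and more precursor or endothelial cells in the treated cultures could be a source. The other 13 oligodendrocyte lineage markers had a median log2 effect of 0.14, and the other 9 endothelial markers of -0.0124. The first criterion tried, the highest effect among the other markers, gave 0.45 and 0.13 and would have set both explanations aside, and it was replaced because markers near the lower end of the signal exclude little. Only 2 of the 13 and 0 of the 9 lay above the median expression of all genes, so low signal keeps both explanations open. No biological explanation was tested.

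P2ry12, Csf1r, Sall1 and Siglech did not pass the threshold, and low signal could hide a change. The first criterion tried, a level above that of the median gene, was replaced by the share of genes called at a similar level. That criterion in turn was tightened after its result, to ask that the exact 95% interval of the share lie above the 3.98% of all genes. In the tenth of expression that holds each gene, 6.06% of genes passed for P2ry12 (5.03 to 7.23%) and 10.7% for Csf1r (9.39 to 12.2%). For Csf1r this argues against low signal alone. For P2ry12 it shows that genes at its level can pass, but not that a log2 effect of 0.52 could. Low signal therefore stays open for P2ry12. For Sall1 the share was 4.48% (3.59 to 5.51%) and for Siglech 0.264% (0.0856 to 0.614%), so low signal stays open for both as well. An FDR above the threshold does not show that these genes were the same in both groups.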
